A study of Mus musculus with 4 samples.

How the data were processed

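Single-cell RNA sequencing was performed on mouse epidermis in 4 libraries, 1 per group. ΔNp63, the isoform of the transcription factor p63 made from an internal promoter of Trp63, can be deleted in these animals through loxP sites. Control mice carried the floxed alleles alone, and ablated mice also carried a tamoxifen-dependent Cre recombinase under the keratin 14 promoter, which is active in basal keratinocytes. Both received 200 mg/kg tamoxifen by gavage, and cells were isolated 1 day or 1 week after ablation. Per the labels, animals were 2 to 17 months old and of both sexes, and the epidermis was freed with 0.25% trypsin at either 4 or 37 °C. The labels do not say which digestion, age or sex went into which library. The 1-day libraries were made with the 10x Genomics 3′ kit (version 3.1) and the 1-week libraries with the 5′ kit (version 1.1), so the time points were never pooled and each ablated library was compared with the control library of its own time point.

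The deposited matrices hold whole-number UMI counts per gene and cell barcode, written by Cell Ranger 5.0.1 per the file headers. A UMI (unique molecular identifier) marks 1 captured RNA molecule, so UMI counts are not inflated by PCR copies. Each matrix lists 32285 genes, and both 1-day matrices add 4 antibody features named as hashtags. The genome build and annotation are not stated per the labels or the file headers. Of the 32285 gene identifiers, 32158 (99.6%) were found in GENCODE release M21 on mouse build GRCm38, 31436 of them with the same symbol, and coordinates are from that annotation. Only barcodes the authors kept as cells are listed, and the lowest UMI count among them differed: 500 in both control libraries, 1368 in the 1-day ablated and 1059 in the 1-week ablated library. Each library held 1 barcode suffix, so no split by droplet run was possible. The deposited barcode and feature lists hold text that names the matrix columns and genes and no measured value.

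Barcodes with at least 500 UMIs, at least 300 genes and at most 15% mitochondrial UMIs were kept. In the 1-day control library 3073 barcodes were removed, 3066 of them for mitochondrial UMIs. The other libraries lost 350 (1-day ablated), 181 (1-week control) and 88 (1-week ablated) barcodes. Doublets were scored per library with Scrublet in scanpy 1.11.5. Its automatic threshold would have marked 32.3% and 99.8% of the 1-day control and ablated barcodes and 0.0402% and 0.207% of the 1-week ones. The highest-scoring barcodes were therefore removed up to the rate of 0.8% per 1000 barcodes, which was 26.8%, 25.8%, 20.0% and 14.7% in the same order. This left 22298 and 23651 cells at 1 day and 19879 and 15626 at 1 week. Scrublet cannot mark doublets of 1 cell type, so some remain.

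A barcode with fewer than 3000 UMIs was called free-RNA-like when its profile lay close to that of the library's lowest-UMI 10% of barcodes. The distance was how far the barcode's log-likelihood under that profile fell below the mean of random draws of the same depth from it, with a limit of 0.2 nats per UMI. This held for 23.7% and 33.4% of passing barcodes at 1 day, control and ablated, and for 60.1% and 72.3% at 1 week. Most barcodes of at least 3000 UMIs also lay within the limit of 0.2. In the same order, 14.5%, 9.95%, 22.3% and 48.3% of them lay beyond it. Of shallower barcodes 14.8%, 14.0%, 8.72% and 6.91% did. The name thus rests largely on the limit of 3000 UMIs and does not show that a barcode held free RNA. At 1 week, clusters in which at least 50% of barcodes were free-RNA-like were set aside as low-UMI clusters. That limit was set after the data were seen.

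The cells of both libraries of a time point were clustered together on 2000 variable genes, with 30 principal components, 15 neighbours and the Leiden algorithm (leidenalg 0.10.2) at resolution 1. The genes of all gene lists given below were kept out of the clustering. Clusters were named from fixed markers of 21 cell classes. A non-keratinocyte name needed at least 3 detected markers and a mean log2 fold of at least 2 over the other clusters. A keratinocyte name needed at least 7 keratinocyte markers at 2-fold or more over the median of the non-keratinocyte clusters. These limits were set after the data were seen. A cluster with more markers of another lineage than of its own among its 10 leading genes kept no name. In practice these were the clusters with more Merkel cell markers than keratinocyte markers, called Krt8-led. Clusters with as many markers of either kind stayed keratinocytes. These include 2 clusters at 1 week, of 419 and 64 ablated and 0 control cells, with Krt8 among their leading genes. Keratinocytes were divided into basal-like, suprabasal-like, hair follicle-like and sebaceous-like classes. Those without a clear class, or led by more markers of another of these classes, stayed keratinocytes without a class.

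Names rest on clusters and several are led by stress, immune or cycling genes. At 1 day, 1 hair follicle-like cluster was led by Ccl2, 1 sebaceous-like cluster had Lcn2 and 1 keratinocyte cluster without a class had S100a8 and S100a9 among its leading genes. A basal-like and a hair follicle-like cluster were led by cycling genes such as Hist1h1b, Top2a and Mki67, and so was a keratinocyte cluster without a class, of 1 control and 507 ablated cells (Cenpf, Ube2c and Top2a). A suprabasal-like cluster led by Slpi, Krt6b and Flg held 2206 ablated and 0 control cells, so this class differed in makeup between the groups. At 1 week the basal-like cluster had Il33 and Il22ra2 among its leading genes, 1 keratinocyte cluster of 101 control cells was led by immunoglobulin genes, and a sebaceous-like cluster of 76 ablated cells was led by Krt6b, Sprr1b, S100a8 and S100a9 without a sebaceous marker. The 1-day Krt8-led cluster was led by Pyy, Krt18, Mmp10, Nppb, Krt8 and Tslp, and the 1-week Krt8-led clusters also by cycling genes. Class sizes were not compared between groups, since the genes that define the keratinocyte classes differed between them.

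UMI counts were summed over the cells of a class in a library and divided by the total of that sum, giving CPM, the usual scaling of counts to a common total. The value of a gene is the log2 ratio of ablated over control CPM. For list medians and the correlation across genes, 0.5 UMIs were added to each count first. With 1 library per group no test was possible, so no p-value is given and cells were not treated as replicates. Intervals are exact 95% intervals (Poisson for counts, binomial for ratios of counts and Clopper-Pearson for shares) or, for the median of a gene list, 95% of 1000 Poisson redraws. They cover counting error only, not the differences between animals, digestions or library preparations.

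The class markers, the gene lists, the rule for named genes and the settings tried beside the main ones were fixed before the data were examined. The lists were 38 cell cycle genes, 21 of which form the G2/M list, 20 genes of terminal differentiation, 39 names of inflammatory mediators (4 of them second symbols of other members), 9 AP-1 genes, 27 Wnt pathway genes, 15 genes of stress and dissociation and 3 wound keratins. Over all cells passing filters, without clusters, 12 adhesion and basal genes and 2 suprabasal keratins were also summed, and 5 sex-linked genes were read per cell. A list gene was used with at least 20 UMIs over both libraries. The median log2 ratio of a list was placed as a percentile among 10000 random lists of the same size, each gene drawn from the 200 nearest in mean expression. It describes these libraries and is no test. For G2/M transcripts, each cell was thinned to 2000 UMIs, shallower cells were left out, and cells with at least 3 UMIs in the list were counted. Spearman's rho of the 1-day and 1-week log2 ratios was taken across genes with at least 200 UMIs at each time point. Genes are not independent replicates.

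Beyond the lists, genes were named by a fixed rule. They are the 5 highest and the 5 lowest log2 ratios per time point in keratinocytes, among genes with at least 500 UMIs over both libraries and at least 10 in each, more abundant in keratinocytes than in immune cells of at least 1 library, and with the same sign under TMM scaling and in every keratinocyte class with at least 50 UMIs. Mitochondrial, ribosomal protein, haemoglobin, sex-linked, immunoglobulin and T cell receptor genes were excluded.

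The settings tried were TMM factors (edgeR 4.0.16), totals without mitochondrial and ribosomal protein genes, a stricter filter (1000 UMIs, 500 genes, 10% mitochondrial), doublets kept, list genes allowed in the clustering, resolution 2, basal-like keratinocytes only, means of the CPM per cell, list genes from 1 UMI, at least 2 UMIs in the G2/M list or no thinning, and 50 UMIs for the correlation. Another 8 were chosen after the data were seen: the Krt8-led clusters counted as keratinocytes, all cells without classes, free-RNA-like barcodes left out before clustering (alone, or with the Krt8-led clusters counted), and for the immune share a total without low-UMI clusters, the same lowest UMI count in both libraries, low-UMI clusters named by their markers, and the last 2 together. TMM factors were 0.986 and 1.01 at 1 day and 0.978 and 1.02 at 1 week for control and ablated. They moved every log2 ratio by -0.042 at 1 day and -0.063 at 1 week. Leaving out mitochondrial and ribosomal protein genes moved every ratio by -0.11 at 1 day and -0.10 at 1 week, while the median log2 ratio of all genes with at least 20 UMIs was 0.0095 and 0.065. The procedure was tested on simulated counts for the real keratinocyte sums with 200 genes changed 2-fold. The sign of 100% of them was recovered at both time points, and the interval held the true value for 95.5% of them at 1 day and 93.5% at 1 week. These 200 genes were drawn from 9782 genes at 1 day and 9033 at 1 week. A list with a true median of 1.00 at 1 day was measured at 1.03, and at 1 week 0.99 was measured at 0.97. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, igraph 0.11.9, scikit-learn 1.9.0, matplotlib 3.10.9 and R 4.3.3 were used.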

Results

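Epidermal cells of adult mice were profiled by droplet-based single-cell RNA sequencing, to ask how loss of ΔNp63 changes the stem cell programme and inflammation in adult epidermis. The transcription factor p63 is expressed in basal keratinocytes, and ΔNp63 is its isoform without the long amino-terminal transactivation domain. A control and an ablated library were made 1 day after ablation, and another pair 1 week after it. Each of the 4 groups was 1 library, so no difference below has a replicate check and no test was possible. The gene UMI total was 179736563 in the 1-day control and 144323031 in the 1-day ablated library, over 33552 and 32212 barcodes. The 1-week totals were 88903603 (control) and 68191870 (ablated), over 25039 and 18413 barcodes. Median depth was 4209.5 and 3488 UMIs per barcode at 1 day and 1298 and 1617 at 1 week. Barcodes passing filters held medians of 4509 and 3502 UMIs at 1 day and 1306 and 1618 UMIs at 1 week.

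Keratinocytes were identified by clustering and supplied most comparisons. At 1 day, 20566 control and 18731 ablated keratinocytes were summed, with 108240159 and 80716227 UMIs. The 1-week sums were 52084396 UMIs over 7153 control cells and 31102013 UMIs over 3476 ablated cells. Several clusters were kept out of this class by limits set after the data were seen. The Krt8-led clusters held 1 control and 3735 ablated cells at 1 day (0.0045% and 15.8% of cells), and 285 and 325 cells at 1 week (1.43% and 2.08%). Low-UMI clusters took up 57.5% of control and 71.7% of ablated cells at 1 week. Clusters without a name held 1.87% and 0.816% of cells at 1 day and 0.860% and 0.7999% at 1 week, and clusters of mixed markers 0.382% and 0.288% at 1 week. Basal-like keratinocytes numbered 5431 in the control and 561 in the ablated library at 1 day, and 2001 and 16 at 1 week. Keratinocytes without a class numbered 315 and 7065 at 1 day and 632 and 1582 at 1 week. These numbers give the cells behind each value and are not a comparison of cell types, because the genes that define the classes differed between the groups.

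The targeted gene was examined first. Trp63 (ENSMUSG00000022510) lies on chromosome 16 from 25683763 to 25892102, plus strand, in GRCm38. Its ΔN transcripts start at an internal first exon from 25801916 to 25802101, and the longer TA transcripts at first exons ending at 25684351. The counts are per gene and do not separate these isoforms. The 1-day libraries were made with a 3′ kit, so the deleted exon may lie outside the reads. In keratinocytes at 1 day, Trp63 was at 404 CPM (95% interval 401 to 408) in the control and 125 CPM (123 to 128) in the ablated library, a log2 ratio of -1.69 (-1.72 to -1.66). At 1 week it was at 432 CPM (427 to 438) against 138 CPM (134 to 142), a log2 ratio of -1.64 (-1.69 to -1.60). The alternative that moved the 1-day value most used basal-like keratinocytes only and gave -0.79. Among the alternatives at 1 week, means of the CPM per cell moved it most, to -1.39. Single classes at 1 week spanned more, from -4.10 in suprabasal-like to -0.64 in hair follicle-like keratinocytes. The suprabasal-like class differed in makeup between the 1-week libraries, as given below.

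**Figure D1:**
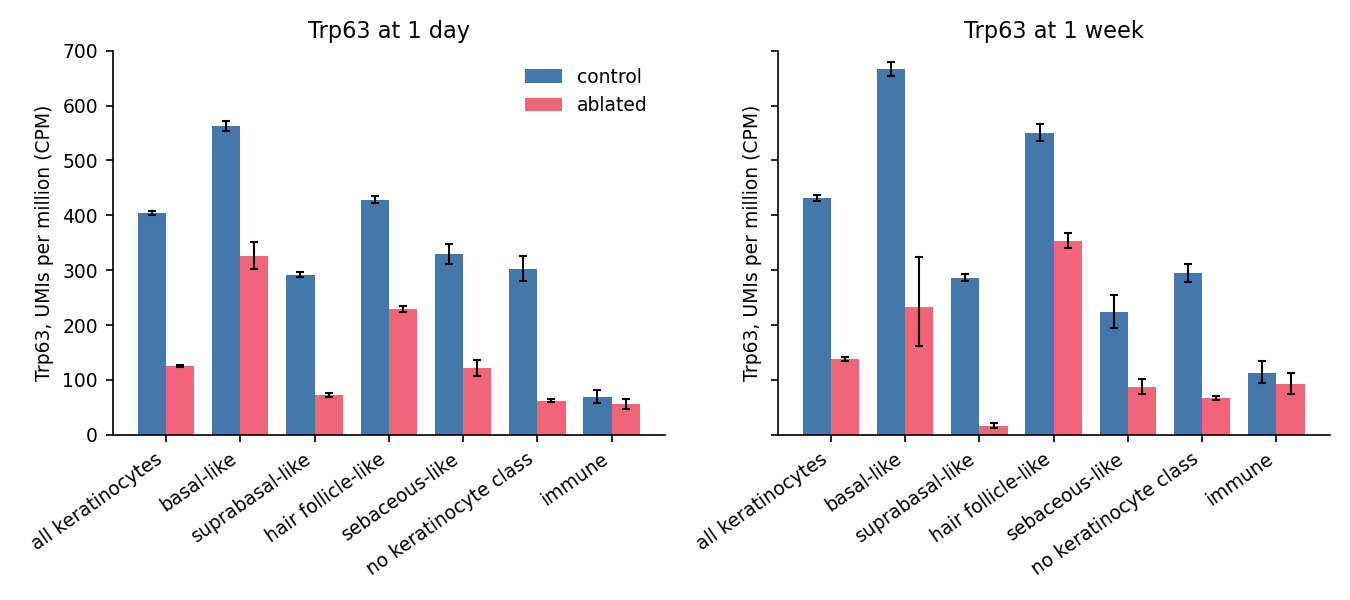
Trp63 level in CPM by cell class at 1 day and 1 week, for control and ablated libraries, with bars as class sums and lines as exact 95% Poisson intervals. In keratinocytes the ablated bars stand at 125 and 138 CPM against 404 and 432 CPM in the controls.

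Trp63 was lower in the ablated library in every keratinocyte class. At 1 day it went from 562 to 326 CPM in basal-like, 292 to 72.7 CPM in suprabasal-like, 428 to 229 CPM in hair follicle-like and 329 to 121 CPM in sebaceous-like cells. Keratinocytes without a class went from 302 to 62.1 CPM. The basal-like value at 1 week was 667 CPM in the control and 232 CPM in the ablated library, the latter from 35 UMIs, with a log2 ratio of -1.52 (-2.04 to -1.04). Suprabasal-like cells went from 286 to 16.7 CPM, and hair follicle-like cells from 551 to 354 CPM. The suprabasal-like class differed in makeup at 1 week. Granular-like cells were 170 of its 2761 control cells and 176 of its 196 ablated cells. Its ratio thus does not compare like cells. Sebaceous-like cells went from 223 to 87.0 CPM and those without a class from 294 to 66.9 CPM. Immune cells, which should lack Trp63, held 69.5 and 55.9 CPM at 1 day and 113 and 92.7 CPM at 1 week. Their log2 ratios of -0.31 and -0.28 had intervals that included 0. Other classes that should lack the gene differed from this level. Control smooth muscle cells or pericytes at 1 week held 263 CPM (215 to 319) and ablated endothelial cells 26.3 CPM (13.1 to 47.1). Named cells other than keratinocytes, Krt8-led and immune cells together had a log2 ratio of -0.20 at 1 day, with an interval that included 0, and -1.51 (-1.99 to -1.06) at 1 week. Over the classes without keratinocytes the ablated libraries ranged from 55.9 to 119.9 CPM at 1 day and from 26.3 to 129 CPM at 1 week, and their suprabasal-like and unclassed keratinocytes lay within or below these ranges.

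Basal and adhesion genes regulated by p63 were summed over all cells passing filters, so that no clustering entered. Col17a1 had log2 ratios of -1.52 at 1 day (743 to 258 CPM) and -1.75 at 1 week (874 to 259 CPM). Krt5 went from 2046 to 964 CPM at 1 day and from 6361 to 3950 CPM at 1 week. Krt15, Dst, Lamb3, Itgb4 and Itga3 were also lower at both time points, with log2 ratios between -0.83 and -1.18 at 1 day and between -0.80 and -1.57 at 1 week. Lama3 had -0.31 and -0.90. Itga6 (0.02) and Perp (-0.01) were near 0 at 1 day, by less than other scalings moved ratios in keratinocytes, and at 1 week they had -0.74 and -0.22. Fras1 had 0.78 at 1 day from 73 and 110 UMIs, and at 1 week its interval included 0. Krt14 had opposite signs, with -0.43 at 1 day and 0.44 at 1 week. The suprabasal keratins were lower at both time points, Krt1 with -0.68 and -0.83 and Krt10 with -0.22 and -1.38.

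To ask about proliferation, differentiation and inflammation, the median log2 ratio of gene lists was taken in keratinocytes. Terminal differentiation genes had a median of 1.43 (95% interval 1.39 to 1.47) at 1 day and 1.23 (1.21 to 1.26) at 1 week. At each time point 17 of the 20 genes were higher and 3 lower, and the median stood above all 10000 random lists matched on expression (percentile 100). Among the alternatives, basal-like keratinocytes only moved this list most, to 0.34 at 1 week, with an interval from -0.074 to 0.71 and a percentile of 88.67 from 16 ablated cells. Flg went from 15.1 to 258 CPM at 1 day and from 13.7 to 375 CPM at 1 week, and Lor from 172 to 1188 CPM and from 546 to 5731 CPM. Ivl went the other way, from 197 to 124 CPM and from 202 to 56.9 CPM. The largest ratio of the list was 4.52 for Sprr2d at 1 day and 5.89 for Sprr2a3 at 1 week. Members of the Sprr2 family are close copies of each other, so their single values are uncertain.

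Inflammatory mediators had a median of 0.83 (0.51 to 1.102) over 31 genes at 1 day, with 24 higher and 7 lower. At 1 week it was 0.93 (0.86 to 1.05) over 30 genes, with 22 higher and 8 lower, and both medians lay at percentile 100. Il18 went from 4.72 to 46.5 CPM at 1 day and from 10.3 to 98.5 CPM at 1 week. Tslp went from 16.5 to 172 CPM and from 9.72 to 166 CPM. S100a8 went from 1.36 to 17.4 CPM and from 0.768 to 55.0 CPM, and Il1f6 from 1.11 to 14.1 CPM and from 0.173 to 31.3 CPM, the last control value resting on 9 UMIs. Icam1 was lower, from 92.1 to 51.9 CPM at 1 day and from 81.2 to 56.1 CPM at 1 week. Il33 was lower in keratinocytes at both time points (-0.45 and -0.63), while over all cells passing filters its 1-day ratio was -0.01. With basal-like keratinocytes only the 1-week median of the list was 0.22, with an interval from -0.11 to 0.48 and a percentile of 88.92, and with all cells it was 1.73.

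**Figure D2:**
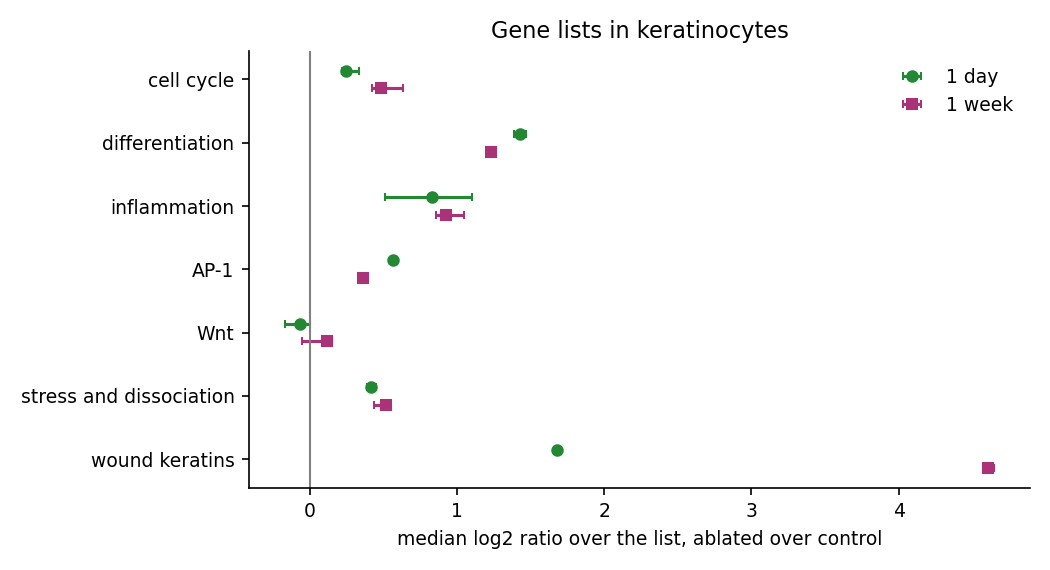
Median log2 ratio (ablated over control) of each gene list in keratinocytes on the horizontal axis, with circles for 1 day, squares for 1 week and lines as 95% of 1000 Poisson redraws. Differentiation (1.43 and 1.23) and inflammation (0.83 and 0.93) lie well above 0, and the Wnt list (-0.065 and 0.12) has intervals that include 0.

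AP-1 genes, which encode the Fos, Jun and Atf3 transcription factors, had a median of 0.57 (0.55 to 0.58) at 1 day and 0.36 (0.35 to 0.37) at 1 week, with 7 of 8 genes higher at each. At 1 week 5 were higher and 3 lower under either other scaling. Their percentiles among random lists were 99.65 and 96.35. Fos went from 309 to 613 CPM at 1 day and from 1191 to 1989 CPM at 1 week, while Jun had a log2 ratio of -0.06 at 1 day. Genes of stress and dissociation, which respond to tissue handling, had medians of 0.42 (0.39 to 0.45) and 0.52 (0.44 to 0.54), at percentiles 99.9 and 99.91. The Wnt pathway list had a median of -0.065 (-0.17 to 0.0011) at 1 day and 0.12 (-0.048 to 0.15) at 1 week, at percentiles 23.07 and 64.72, so no shift of the list was detectable at this depth with the main settings. At 1 day the interval lay below 0 under TMM scaling (-0.21 to -0.041), without mitochondrial and ribosomal protein genes (-0.27 to -0.10), with Krt8-led clusters counted (-0.25 to -0.060) and over all cells (-0.30 to -0.093). The percentiles were 23.5, 23.35, 8.44 and 1.02 in the same order. Members of the Wnt list went both ways, 10 higher and 16 lower at 1 day and 14 higher and 13 lower at 1 week. Wnt5a had log2 ratios of -1.30 and -2.74. Wound keratins had medians of 1.68 (1.67 to 1.69) and 4.61 (4.57 to 4.65), at percentiles 99.96 and 100. Krt6a went from 331 to 901 CPM at 1 day and from 99.99 to 2438 CPM at 1 week, and Krt16 from 732 to 2346 CPM and from 670 to 3398 CPM. Krt6a and Krt6b are close copies, so their single values are uncertain.

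Cell cycle genes had a median of 0.24 (0.22 to 0.34) at 1 day, with 32 of 38 genes higher, and 0.48 (0.42 to 0.63) at 1 week, with 34 higher. Random lists had medians of -0.021 and 0.12, and the percentiles were 99.98 and 99.97. Without mitochondrial and ribosomal protein genes in the totals, 27 were higher and 11 lower at 1 day. The direction did not hold under every alternative. In basal-like keratinocytes alone the 1-day median was -0.015, with an interval from -0.29 to 0.054 that included 0. When free-RNA-like barcodes were left out before clustering, an alternative added after the data were seen, the 1-week median was -0.41 (-0.49 to -0.31). With the Krt8-led clusters of that clustering counted as well, it was 0.73 (0.68 to 0.83), with 37 genes higher and 1 lower. The direction under this step thus rested on whether those clusters were counted.

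Within hair follicle-like keratinocytes, a class well filled in all 4 libraries, the medians were smaller for most lists. Differentiation had 0.41 at 1 day and 0.32 at 1 week, inflammation 0.71 and 0.17, and AP-1 0.15 and 0.16. Stress and dissociation had 0.15 and 0.22 and Wnt -0.080 and 0.073. Cell cycle was higher than in all keratinocytes at 1 day, with 0.75, and had 0.44 at 1 week.

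Shares of keratinocytes with at least 3 G2/M transcripts were compared after thinning each cell to 2000 UMIs. At 1 day the share was 4.54% (4.24 to 4.85; 822 of 18112 cells) in the control and 6.48% (6.09 to 6.88; 987 of 15232) in the ablated library, a difference of 1.94 percentage points. At 1 week it was 1.78% (1.475 to 2.13; 117 of 6568) and 4.02% (3.36 to 4.78; 125 of 3106), a difference of 2.24 points. Too shallow to be used were 2454 control and 3499 ablated cells at 1 day and 585 and 370 at 1 week. Cells used had median depths of 4652.5 and 3932 UMIs at 1 day and 6328 and 6754.5 at 1 week. Without thinning the shares were 5.70% and 7.92% at 1 day and 8.75% and 12.9% at 1 week. The alternative that moved the 1-day value most reversed it: in basal-like keratinocytes alone the share went from 11.2% to 6.80%, a difference of -4.38 points (-6.61 to -1.67). This value rests on which clusters carried the basal-like name. A basal-like cluster led by cycling genes held 653 control and 47 ablated cells, while another cluster led by cycling genes, with 1 control and 507 ablated cells, had no class. At 1 week basal-like keratinocytes gave 1.09% in the control and 0 of 16 cells in the ablated library, which allows up to 20.6%, so no difference was detectable there.

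Granular-like keratinocytes, which no longer divide, give the background of this measure. None of 178 control cells at 1 day had the transcripts (upper limit 2.05%), against 0.601% of 666 ablated cells, at median depths of 9375.5 and 4940 UMIs. At 1 week 0 of 15 control cells and 0 of 174 ablated cells had them, with upper limits of 21.8% and 2.10% and median depths of 17616 and 15180.5 UMIs. Hair follicle-like cells had 2.92% and 8.28% at 1 day, and 1.04% and 0.955% at 1 week. Of the Krt8-led cells, which were left out of the keratinocyte value, 0.601% of the 1-day ablated ones and 94.3% (control) and 74.5% (ablated) of the 1-week ones had the transcripts. Counting these cells as keratinocytes gave a difference of 0.802 points at 1 day and 5.91 points at 1 week.

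**Figure D3:**
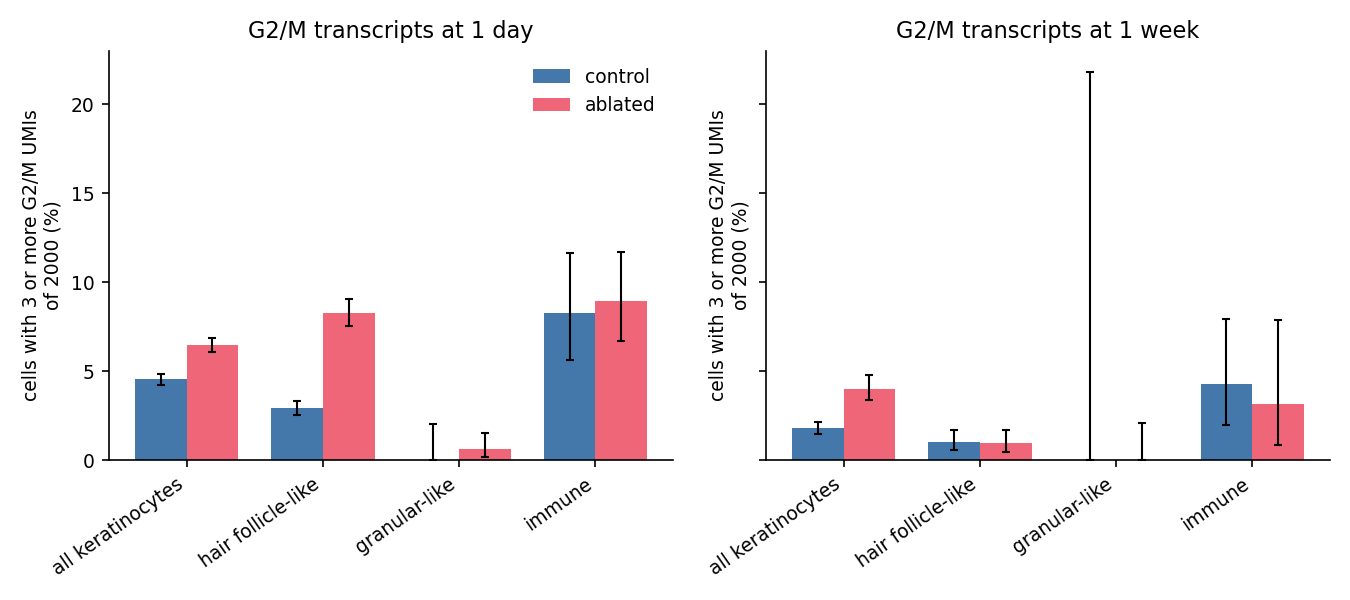
Percent of cells with at least 3 G2/M transcripts after thinning to 2000 UMIs, by class and time point, for control and ablated libraries, with bars as shares and lines as exact 95% binomial intervals. Keratinocytes stand at 4.54% and 6.48% at 1 day and at 1.78% and 4.02% at 1 week.

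To ask about inflammation at the level of cells, the share of immune cells was compared. At 1 day immune cells were 5.00% (4.72 to 5.30; 1116 of 22298 cells) of the control and 3.64% (3.40 to 3.88; 860 of 23651) of the ablated library, a difference of -1.37 percentage points. At 1 week they were 1.72% (1.54 to 1.91; 342 of 19879) and 1.22% (1.06 to 1.41; 191 of 15626), a difference of -0.498 points. Median depths of these immune cells were 1493.5 and 2303 UMIs at 1 day and 2355.5 and 2462 UMIs at 1 week. The control libraries list barcodes down to lower UMI counts than the ablated ones, and the direction at 1 day rested on this. With the same lowest count of 1368 UMIs in both libraries, the 1-day shares were 3.104% and 3.64%, a difference of 0.532 points the other way. The same step at 1 week (1059 UMIs) gave 2.64% and 1.22%. Low-UMI clusters with immune markers, kept out of the class by a limit set after the data were seen, held 7.24% of control and 2.41% of ablated cells at 1 week. Counting them moved the 1-week value most, to 8.96% and 3.63%, while leaving free-RNA-like barcodes out reversed it, at 3.32% and 3.82%, with an interval of the difference from -0.179 to 1.22 points. These alternatives were added after the data were seen, and no direction of the immune share held under all of them at either time point.

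Beyond the lists, genes with the largest ratios in keratinocytes were named by a fixed rule, from 2497 eligible genes at 1 day and 1405 at 1 week. The clusters called Krt8-led are not part of these sums, but other clusters with much Krt8 are. At 1 day the highest ratio was that of Krt8 (ENSMUSG00000049382), at 8.46 (0.878 to 310 CPM). Immune cells of the 1-day ablated library held Krt8 at 313 CPM. The keratinocyte clusters of that library ranged from 33.1 to 1908 CPM, the highest being the cycling cluster of 507 ablated cells, against 1988 CPM in the Krt8-led cluster. Fabp7 followed with 6.90, Slpi with 6.39, Wfdc12 with 5.85 and Sprr2e with 5.78. Their control sums rested on 12, 463, 22 and 93 UMIs. The lowest ratios at 1 day were -3.32 for Ptprz1 (5.71 to 0.570 CPM), -3.31 for Tnfsf18, -3.25 for Cdh4, -2.96 for Alox12 and -2.89 for Gsta4. At 1 week Krt6b (ENSMUSG00000023041) had the highest ratio, 12.73 (0.230 to 1566 CPM, from 12 control UMIs). Krt8 had 8.24 (1.19 to 359 CPM, against 41.1 CPM in ablated immune cells). Of its 11174 UMIs in ablated keratinocytes 8480 came from 1 cluster of 419 ablated and 0 control cells, led by Krt8 itself. The ratios that followed were Rptn 7.39, Klk6 7.36 and Klk13 7.24. The lowest at 1 week were Igfbp3 (ENSMUSG00000020427) with -5.74 (953 to 17.9 CPM), Adh6a with -5.40, Cdh4 with -4.86, Dio2 with -4.62 and Krt2 with -4.61. Over all cells passing filters, which moved these values most, Igfbp3 had -3.72.

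**Figure D4:**
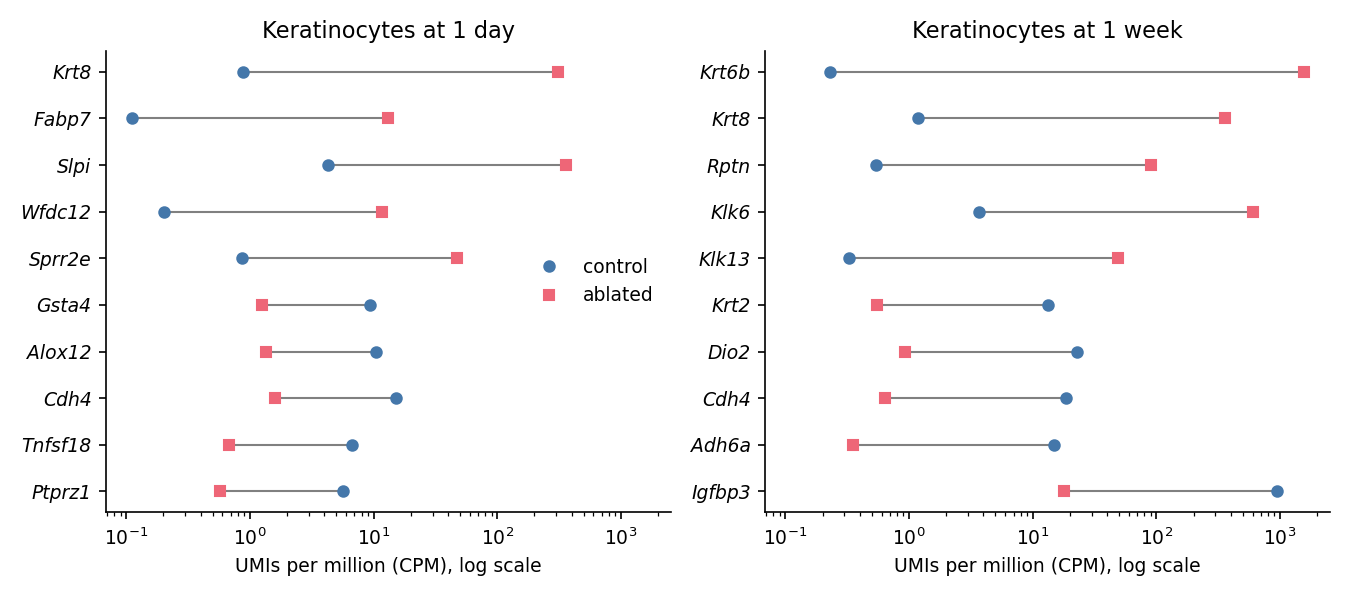
Level in CPM on a log axis of the genes named by rule, at 1 day and 1 week, with circles for control and squares for ablated keratinocytes, joined by a line per gene and drawn without intervals. Krt8 goes from 0.878 to 310 CPM at 1 day, and Krt6b from 0.230 to 1566 CPM at 1 week.

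Differences at both time points were set side by side across genes. Over 10566 genes, Spearman's rho of the 1-day and 1-week log2 ratios was 0.487 (0.482 to 0.492), and 65.1% of genes had the same sign. It moved most with basal-like keratinocytes only, to 0.0727 over 6176 genes. The time points had different kits and separate control libraries, and genes are not independent replicates.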

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

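Of the tests in this part, those on scaling, on the mix of keratinocyte classes and on free hashtag antibody were chosen only after the result was seen, as was the lower limit of 0.3 (log2) used to look for opposite signs at the 2 time points. None of the differences between time points was tested, since each group was 1 library. The class mix was computed as if a named class held like cells in both libraries. Makeup within classes differed, so its values speak only to the mix of the named classes. The kit also changed with the time point, so kit and time cannot be told apart for any of these genes. Both other scalings moved every ratio in keratinocytes by 1 amount per time point, -0.11 at the largest, so no sign of these genes was able to change, and scaling was judged by whether the whole interval stayed beyond 0.3. By this limit scaling is argued against as the whole cause of the 1-day Il1b value, whose ratio closest to 0 under the other scalings was 0.83 (0.60 to 1.06). Both other scalings lowered every ratio, so ratios below 0 were only able to move away from 0, and the limit decides nothing for them. These were Il1b (-0.64, -0.95 to -0.33) and Fosl1 (-0.98) at 1 week, and Fzd2 (-0.48) and Krt14 (-0.72) at 1 day. Scaling cannot be told apart for Fosl1 at 1 day (0.23, 0.21 to 0.25), Fzd2 at 1 week (0.30, 0.19 to 0.41) and Krt14 at 1 week (0.22, 0.22 to 0.23), whose intervals fell below the limit or reached it.

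Il1b, which encodes an inflammatory cytokine, was higher in ablated keratinocytes at 1 day (log2 ratio 0.93, 2.47 to 4.71 CPM) and lower at 1 week (-0.57, 5.74 to 3.86 CPM). It was listed because the signs are opposite. A different mix of keratinocyte classes is argued against as the cause of the 1-day value, since the mix alone gave 0.026 (-0.37 to 0.41) against an observed interval from 0.70 to 1.16. At 1 week the mix alone gave 0.061 (-0.36 to 0.40), which overlaps the observed interval (-0.89 to -0.26), so the mix cannot be told apart there. Hair follicle-like cells had 0.27 and -0.22. Over all cells passing filters, which include the low-UMI clusters, Il1b was also higher at 1 week (0.37). The lower value was thus seen in the keratinocyte sum and not over all cells, and other cell types were not read singly. RNA of immune cells may enter these low levels. An effect of the ablation that changes with time stays open and was not tested.

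Fosl1, an AP-1 gene, was higher in ablated keratinocytes at 1 day (0.33, 374 to 471 CPM) and lower at 1 week (-0.91, 796 to 422 CPM). The opposite signs put it here. A different mix of classes is argued against as the cause of the 1-day value, since the mix alone gave -0.29. At 1 week the mix alone gave -1.02, so it may account for that value. Within hair follicle-like cells the ratios were -0.018 at 1 day and 0.21 at 1 week, so neither value of all keratinocytes was seen in that class. A change of the effect with time remains an untested hypothesis.

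Fzd2, a Wnt receptor gene, had a log2 ratio of -0.44 at 1 day (15.9 to 11.8 CPM) and 0.40 at 1 week (30.6 to 40.5 CPM), again with opposite signs. The class mix is argued against as the cause of the 1-day value, since it gave 0.014 (-0.058 to 0.098) against an observed interval from -0.55 to -0.32. At 1 week it gave 0.53, so it may account for that value. Within hair follicle-like cells the ratio was lower at both time points (-0.57 and -0.15). A biological change with time stays open and untested.

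Krt14, whose promoter drives the recombinase, had a log2 ratio of -0.43 at 1 day and 0.44 at 1 week over all cells passing filters (4891 to 3622 CPM and 6535 to 8853 CPM). Its sign differed between the time points. Within keratinocytes the ratios were -0.68 and 0.33. The class mix alone gave -0.39 at 1 day, short of the observed value, and -1.04 at 1 week, the other sign. This argues against the mix of the named classes as the whole cause of either. A different makeup within classes stays open, since Krt14 is itself a marker that named basal-like clusters. Hair follicle-like cells had -0.26 and 0.30. A response of Krt14 that turns between 1 day and 1 week is one hypothesis, which was not tested.

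Hashtag antibody counts in the 1-day libraries entered no comparison. Hashtags 1 to 3 summed to 16384448 UMIs in the control and 12291636 UMIs in the ablated library, and they are listed for standing far above hashtag 4, at 2256 and 1425 UMIs. What the hashtags mark is not stated in the labels. Exactly 1 hashtag was called in 59.2% of control and 37.3% of ablated barcodes, at least 2 in 13.1% and 10.99%, and none in 27.7% and 51.7%. Barcodes with at least 2 hashtags were removed as doublets more often than those with 1 (59.4% against 22.0% in the control, 44.0% against 21.6% in the ablated library). Of barcodes with no hashtag, 21.7% and 24.9% were removed. Free antibody without relation to cells cannot be excluded by this, because the barcodes were not matched on depth. That a single hashtag group causes the difference between the libraries is argued against. Over the 9 pairings of a control with an ablated hashtag, the Trp63 ratio ranged from -1.93 to -1.52 and the lowest inflammation median was 0.61. Each hashtag may mark an animal or a pool of animals. As this is not stated, the hashtags were not used as replicates, and no biological explanation of their counts was tested.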

How the results depend on the processing

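Alternatives chosen only after the data were seen are the Krt8-led clusters counted as keratinocytes, all cells without classes, free-RNA-like barcodes left out (alone or with the Krt8-led clusters counted), and for the immune share a total without low-UMI clusters, the same lowest UMI count in both libraries, low-UMI clusters named by their markers, and both of the last together. The other alternatives were planned. No paired analysis was possible because each group was 1 library. A split by droplet run was planned and not run, since each library held 1 barcode suffix. With no replicates, a value is said to have moved where it left the counting interval of the reported value, and the cause was not tested for any value below.

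Trp63 was lower under all 10 alternatives at 1 day (-1.81 to -0.79) and all 12 at 1 week (-1.75 to -1.39). Hair follicle-like keratinocytes alone, which were not among these alternatives, had -0.90 and -0.64. The differentiation median stayed above 0 under all 11 (1.32 to 1.56) and all 13 (0.34 to 1.30). Inflammation stayed above 0 too, from 0.53 to 1.01 at 1 day, where it never left its interval, and from 0.22 to 1.73 at 1 week. The lowest 1-week values of both lists, in basal-like keratinocytes, had intervals that included 0: -0.074 to 0.71 (differentiation) and -0.11 to 0.48 (inflammation), at percentiles 88.67 and 88.92. AP-1 ranged from 0.22 to 0.61 and from 0.24 to 0.54. The Wnt list stayed within its interval under all 13 alternatives at 1 week and under 7 of 11 at 1 day. The correlation across genes stayed positive under all 9, from 0.0727 to 0.538. The sign changed under at least 1 alternative for the cell cycle list, the G2/M share and the immune share, at both time points. The Wnt list also changed sign, within intervals that included 0, to 0.0058 at 1 day (list genes in the clustering) and -0.0092 at 1 week (all cells). The change went beyond the counting interval for the 1-week cell cycle list and for the 1-day G2/M and immune shares.

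Basal-like keratinocytes alone reversed the 1-day G2/M difference (-4.38 points, interval -6.61 to -1.67), with a cycling cluster of 507 ablated cells outside this class. Basal-like cells also changed the sign of the 1-day cell cycle median (-0.015, -0.29 to 0.054) and the 1-week G2/M difference (-1.09 points, -1.66 to 19.5, with 16 ablated cells), both within an interval that included 0. The same class moved Trp63 to -0.79 and -1.52 (1 day and 1 week), differentiation to 1.34 and 0.34, AP-1 to 0.28 and 0.54, 1-week cell cycle to 0.72 (percentile 56.5, with random lists at 0.65), 1-week inflammation to 0.22 and the correlation to 0.0727. Leaving out free-RNA-like barcodes reversed the 1-week cell cycle median (-0.41) and changed the sign of the 1-week immune difference (0.505 points, -0.179 to 1.22). It moved the 1-week Trp63 ratio to -1.57, differentiation to 1.30, AP-1 to 0.39 and G2/M to 1.18 points. When the Krt8-led clusters were counted as well, the 1-week values were 0.73 (cell cycle), 1.09 (differentiation), 1.05 (inflammation), 0.31 (AP-1) and 5.88 points (G2/M).

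For the immune share, the same lowest UMI count in both libraries reversed the 1-day difference to 0.532 points and moved the 1-week one to -1.42 points. A total without low-UMI clusters changed the sign of the 1-week difference to 0.268 points (-0.462 to 1.03). Naming low-UMI clusters by their markers gave -5.33 points at 1 week, and with the same lowest UMI count -2.58 points.

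With Krt8-led clusters counted as keratinocytes, the 1-day values were -1.81 (Trp63), 0.13 (cell cycle), 1.37 (differentiation), 0.48 (AP-1) and 0.802 points (G2/M). At 1 week this gave 0.75 (cell cycle), 1.08 (differentiation), 1.09 (inflammation), 0.31 (AP-1) and 5.91 points (G2/M), with a correlation of 0.375. Over all cells without classes, the 1-day values were -1.80 (Trp63), 0.13 (cell cycle), 1.38 (differentiation), 0.44 (AP-1), -0.24 (Wnt) and 0.962 points (G2/M). The 1-week values over all cells were -1.59 (Trp63), 0.79 (cell cycle), 1.104 (differentiation), 1.73 (inflammation), 0.24 (AP-1) and 9.04 points (G2/M), and the correlation was 0.355. Means of the CPM per cell gave -1.62 (Trp63), 0.41 (cell cycle), 1.56 (differentiation), 0.22 (AP-1) and -0.24 (Wnt) at 1 day, -1.39 (Trp63), 1.27 (differentiation), 0.71 (inflammation) and 0.38 (AP-1) at 1 week, and a correlation of 0.389.

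TMM factors moved Trp63 to -1.73 and -1.71, cell cycle to 0.20 and 0.42, AP-1 to 0.52 and 0.30 and 1-week differentiation to 1.17. Totals without mitochondrial and ribosomal protein genes moved Trp63 to -1.80 and -1.75, cell cycle to 0.14 and 0.38, differentiation to 1.33 and 1.13, AP-1 to 0.46 and 0.26, 1-day Wnt to -0.17 and 1-week inflammation to 0.83. List genes in the clustering moved the 1-day values to -1.57 (Trp63), 0.37 (cell cycle), 1.35 (differentiation), 0.61 (AP-1), 0.0058 (Wnt) and 2.84 points (G2/M). The same step gave 0.37 (cell cycle) and 1.28 (differentiation) at 1 week and a correlation of 0.538. The stricter filter moved AP-1 to 0.58 and 0.35, 1-week Trp63 to -1.70, 1-week cell cycle to 0.79, the immune differences to -0.726 and -1.37 points and the correlation to 0.504. With doublets kept, 1-day differentiation was 1.32, 1-week Trp63 -1.70, 1-week cell cycle 0.79, the 1-day immune difference -0.522 points and the correlation 0.496. Resolution 2 gave -1.65 (1-day Trp63), 0.27 (1-week cell cycle) and a correlation of 0.503. List genes from 1 UMI moved the 1-day AP-1 median to 0.52. At least 2 UMIs in the G2/M list gave differences of 3.13 and 3.92 points, no thinning gave 4.19 points at 1 week, and 50 UMIs per gene gave a correlation of 0.474.

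Cell numbers and depth limit several values. At 1 week only 16 basal-like and 196 suprabasal-like cells stood behind those classes in the ablated library, and 60.1% of control and 72.3% of ablated barcodes were free-RNA-like. At 1 day 23.7% and 33.4% were. The lowest UMI count in the control libraries was 500, against 1368 and 1059 in the ablated ones. Shares that count cells of all depths, such as the immune share, thus rest on where barcodes were listed from. The thinned G2/M shares used only cells of at least 2000 UMIs, above each of these counts. Genes at few control UMIs, such as Krt6b with 12 at 1 week, have ratios whose size is uncertain.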

Other observations

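Chosen only after the result was seen were the test of Trp63 in cells with Xist, the medians of further cell types in the tests of dissociation, and the test of doublets before any removal. The other tests of this part were written down before their result was seen.

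A difference in dissociation between the libraries could raise AP-1 and stress genes in every cell type. Immune cells do not express the keratin 14 promoter and went through the same digestion. Their AP-1 median was -0.049 at 1 day and 0.047 at 1 week, against 0.57 and 0.36 in keratinocytes. Fibroblasts had -0.55 and melanocytes -0.23 at 1 day, which argues against handling that raises AP-1 genes in every cell type at 1 day. Handling that acts on keratinocytes alone cannot be told apart there, since these values come from other cell types. At 1 week endothelial cells had -0.15 (-0.32 to -0.048), which argues against handling that raises AP-1 genes in every cell type. Fibroblasts had 0.0025 (-0.12 to 0.14), and non-keratinocyte cells other than immune cells had 0.045 (-0.0039 to 0.19) together. Melanocytes (0.43) and smooth muscle cells or pericytes (0.45) were as high as keratinocytes, so handling that acts on some cell types cannot be told apart at 1 week. For the list of stress and dissociation genes the immune medians were 0.26 and 0.38, against 0.42 and 0.52 in keratinocytes, with intervals that come up to those of keratinocytes. All other non-keratinocyte cells together had -0.30 (-0.47 to -0.12) at 1 day, a value that also depends on their mix of 128 and 48 melanocytes and 48 and 75 fibroblasts. Fibroblasts alone had -0.67 (-0.98 to -0.25) and melanocytes 0.016 (-0.24 to 0.35), which argues against handling that raises this list in every cell type at 1 day. The lowest type at 1 week was endothelial cells with 0.036 (-0.076 to 0.26). Fibroblasts had 0.43 (0.28 to 0.49), melanocytes 0.36 (0.11 to 0.55) and smooth muscle cells or pericytes 0.80 (0.58 to 0.94). Handling that acts on some cell types cannot be told apart from ablation for this list at either time point, as the immune cells moved with the keratinocytes. An effect of the ablation on AP-1 genes remains a hypothesis.

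Free RNA of immune cells might raise inflammatory mediators in keratinocytes. Immune marker genes in keratinocytes had a median log2 ratio of 0.74 (0.54 to 0.83) at 1 day, next to 0.83 for the inflammation list, and at this time point free immune RNA cannot be told apart from expression because the intervals overlap. At 1 week the immune markers had -0.78 while the inflammation list had 0.93, which argues against this source. Unequal numbers of male and female cells are argued against at 1 week too. The inflammation median was 0.81 in keratinocytes with Y-linked transcripts and 1.34 in those with Xist.

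Lower Trp63 could come from a different mix of keratinocyte classes with the level in each class unchanged. The mix alone gave -0.23 at 1 day and -0.28 at 1 week, against observed ratios of -1.69 and -1.64. This argues against the mix of the named classes as the cause. A different makeup within a class is not covered. At 1 week, granular-like cells were 176 of 196 ablated and 170 of 2761 control suprabasal-like cells. Some ablated cells lay in basal-like clusters made up mostly of control cells. Cells that escaped recombination are a candidate explanation. Their Trp63 ratio to the control cells of these clusters was -0.79 (-0.90 to -0.67). The midpoint between no change and the ratio of all keratinocytes, -0.85, lies inside that interval, so escape and partial loss cannot be told apart by this value. With the 3′ kit the deleted exon may also lie outside the reads, so remaining Trp63 counts need not mean kept ΔNp63.

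The Krt8-led clusters held 3735 of the 1-day ablated cells and 1 control cell. Merkel cells express Krt8 and Krt18, and they are argued against as the source: of the 4 further Merkel markers Krt20, Atoh1, Sox2 and Snap25, 0 at 1 day and 0 at 1 week lay above their level in the other ablated keratinocytes. Krt8 stood at 1988 CPM in these clusters at 1 day, against 310 CPM in the other ablated keratinocytes. Doublets were weighed with every barcode kept, since removal by score would fix the outcome. The clusters then held 5816 ablated cells at 1 day, of which 11.9% were marked as doublets, against 28.1% of the other keratinocytes. Their median depth was 0.979 times as high (3500 and 3575 UMIs) and their score lower (0.221 against 0.295), which argues against doublets as their main source. At 1 week the median depth was 2.96 times as high (17726 and 5984.5 UMIs) and the score higher (0.184 against 0.170), as doublets would show, but 7.16% were marked against 13.2%, so doublets cannot be told apart there. No gene stood 2-fold above its level in every other cluster of the ablated library at 1 day, which decides nothing, because a cycling keratinocyte cluster of 507 cells had a like Krt8 level (1908 CPM). Cycling cells are also deep, and 74.5% of these 1-week ablated cells had G2/M transcripts, so cycling stays open beside doublets. With 1 library per group, a cluster mostly of 1 library may also belong to that library and not to a cell state. A keratinocyte state that follows loss of ΔNp63 is a hypothesis for the 1-day clusters.

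Xist, which is expressed in female cells, was seen in 3 control and 5 ablated keratinocytes at 1 day, while the labels give both sexes. Y-linked transcripts were found in 50.6% and 46.0% of these cells. At 1 week Xist was at 252 CPM in control and 129 CPM in ablated keratinocytes. The 3′ kit may miss Xist in a mix of both sexes, or the 1-day libraries may hold male cells. Among 1-day keratinocytes of at least 10000 UMIs, 88.0% (control) and 86.9% (ablated) had a Y-linked UMI, between the 75% set for a mix and the 90% set for male cells. The sources cannot be told apart, since this share falls between both limits. By hashtag the share ranged from 77.7% to 90.3%. Ddx3y had log2 ratios of 0.09 at 1 day and -0.76 at 1 week, Eif2s3y -0.02 and -0.14, Kdm5d 0.25 and -0.0034, and Uty 0.07 and 0.01. At 1 week 69.8% of deep control and 45.3% of deep ablated keratinocytes had a Y-linked UMI, and 36.3% and 49.1% had Xist. Over all depths the Y-linked shares were 40.6% and 36.2% and the Xist shares 42.9% and 31.1%. The direction of the Xist difference thus depended on depth, and no balance of the sexes was read from these shares.

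Low-UMI clusters at 1 week could be droplets with free RNA of many cells, which would mix the sexes. Of low-UMI barcodes with Xist in the ablated library, 11.2% also had a Y-linked UMI, against 12.7% of those without Xist, and in the control 12.9% against 14.4%. Named keratinocytes in the same range of 1000 to 3000 UMIs, though deeper within it (medians of 1977 to 2267 UMIs against 1315 to 1478.5), kept the sexes apart, with 4.46% against 23.7% in the control and 7.44% against 17.3% in the ablated library. This is what free RNA would show. Some low-UMI clusters kept markers of 1 cell type and may be shallow cells. Those with immune markers held 7.24% of control and 2.41% of ablated cells, at median depths of 874 and 1362.5 UMIs. Those with erythroid markers held 7.30% of ablated cells, and those with fibroblast markers 3.66% of control cells. For these the source stays open.

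At 1 week the Trp63 ratio was -2.44 in keratinocytes with Xist and -1.37 in those with Y-linked transcripts. A different mix of classes in the 2 kinds of cell might give this. Within hair follicle-like cells the ratios were -0.87 (-1.04 to -0.70) and -0.69 (-0.79 to -0.60), with overlapping intervals, as a class mix would show. The difference between the sexes itself was not tested, and an effect of sex stays open.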
